# Transcriptome-Wide Identification of Coding and Noncoding RNA-Binding Proteins Defines the Comprehensive RNA Interactome of Leishmania mexicana

**DOI:** 10.1128/spectrum.02422-21

**Published:** 2022-02-09

**Authors:** Karunakaran Kalesh, Wenbin Wei, Brian S. Mantilla, Theodoros I. Roumeliotis, Jyoti Choudhary, Paul W. Denny

**Keywords:** RNA-binding proteins, *Leishmania*, OOPS, TMT labeling, LC-MS/MS, RNA-seq, non-Poly(A) interactome, WDR domain

## Abstract

Proteomic profiling of RNA-binding proteins in *Leishmania* is currently limited to polyadenylated mRNA-binding proteins, leaving proteins that interact with nonadenylated RNAs, including noncoding RNAs and pre-mRNAs, unidentified. Using a combination of unbiased orthogonal organic phase separation methodology and tandem mass tag-labeling-based high resolution quantitative proteomic mass spectrometry, we robustly identified 2,417 RNA-binding proteins, including 1289 putative novel non-poly(A)-RNA-binding proteins across the two main *Leishmania* life cycle stages. Eight out of 20 *Leishmania* deubiquitinases, including the recently characterized L. mexicana DUB2 with an elaborate RNA-binding protein interactome were exclusively identified in the non-poly(A)-RNA-interactome. Additionally, an increased representation of WD40 repeat domains were observed in the *Leishmania* non-poly(A)-RNA-interactome, thus uncovering potential involvement of this protein domain in RNA-protein interactions in *Leishmania*. We also characterize the protein-bound RNAs using RNA-sequencing and show that in addition to protein coding transcripts ncRNAs are also enriched in the protein-RNA interactome. Differential gene expression analysis revealed enrichment of 142 out of 195 total L. mexicana protein kinase genes in the protein-RNA-interactome, suggesting important role of protein-RNA interactions in the regulation of the *Leishmania* protein kinome. Additionally, we characterize the quantitative changes in RNA-protein interactions in hundreds of *Leishmania* proteins following inhibition of heat shock protein 90 (Hsp90). Our results show that the Hsp90 inhibition in *Leishmania* causes widespread disruption of RNA-protein interactions in ribosomal proteins, proteasomal proteins and translation factors in both life cycle stages, suggesting downstream effect of the inhibition on protein synthesis and degradation pathways in *Leishmania*. This study defines the comprehensive RNA interactome of *Leishmania* and provides in-depth insight into the widespread involvement of RNA-protein interactions in *Leishmania* biology.

**IMPORTANCE** Advances in proteomics and mass spectrometry have revealed the mRNA-binding proteins in many eukaryotic organisms, including the protozoan parasites *Leishmania* spp., the causative agents of leishmaniasis, a major infectious disease in over 90 tropical and subtropical countries. However, in addition to mRNAs, which constitute only 2 to 5% of the total transcripts, many types of non-coding RNAs participate in crucial biological processes. In *Leishmania*, RNA-binding proteins serve as primary gene regulators. Therefore, transcriptome-wide identification of RNA-binding proteins is necessary for deciphering the distinctive posttranscriptional mechanisms of gene regulation in *Leishmania*. Using a combination of highly efficient orthogonal organic phase separation method and tandem mass tag-labeling-based quantitative proteomic mass spectrometry, we provide unprecedented comprehensive molecular definition of the total RNA interactome across the two main *Leishmania* life cycle stages. In addition, we characterize for the first time the quantitative changes in RNA-protein interactions in *Leishmania* following inhibition of heat shock protein 90, shedding light into hitherto unknown large-scale downstream molecular effect of the protein inhibition in the parasite. This work provides insight into the importance of total RNA-protein interactions in *Leishmania*, thus significantly expanding our knowledge of the emergence of RNA-protein interactions in *Leishmania* biology.

## INTRODUCTION

Unicellular parasites of the genus *Leishmania* are the causative agents of leishmaniasis, a major vector-borne infectious disease in 98 tropical and subtropical countries (1). Being evolutionarily ancient eukaryotes *Leishmania* spp. possess several distinctive biological features, such as lack of transcription factors, polycistronic transcription and RNA trans-splicing (2). Consequently, the gene expression in *Leishmania* is exclusively regulated by posttranscriptional mechanisms such as RNA processing, degradation, and protein translation (2). RNA-binding proteins (RBPs) in *Leishmania* serve as *trans*-regulators and control the processing and trafficking of RNA molecules from synthesis to degradation (3). Therefore, identification of the complete repertoire of the RBPs is considered a prerequisite for deciphering the mechanisms of gene regulation in *Leishmania* spp. A technique known as RNA Interactome Capture (RIC) that relies on a selective binding interaction of poly(A) tails in mature mRNAs with oligo(dT) beads is widely used for the extraction of mRNA-binding proteins in various organisms, including *Leishmania* spp. (3–13). Despite its success, RIC is limited to proteins that bind only mature mRNAs bearing poly(A) tails. However, non-poly(A) RNA molecules, including noncoding RNAs (ncRNAs) comprise the major portion of the total transcribed molecules in the cell (14, 15). In addition to the mRNAs the ncRNAs also function as ribonucleoprotein particles (RNPs) and carry out biological functions, including synthesis of new proteins, RNA processing, genome remodeling and regulation of transcription (16, 17). We therefore envisaged a comprehensive transcriptome-wide identification of coding and non-coding RBPs in the *Leishmania* spp. Towards this we applied the recently reported orthogonal organic phase separation (OOPS) method (18, 19) in combination with tandem mass tag (TMT) labeling-based quantitative proteomic mass spectrometry (MS) (20) and report herein the most comprehensive identification of RBPs in Leishmania mexicana (L. mexicana) parasites to date.

Many advancements in the identification of RBPs have recently occurred. By showing that the more RBPs a protein interacts with the more likely that protein itself is an RBP, a computational approach termed SONAR (support vector machine obtained from neighborhood associated RBPs), could predict RBPs in any organism (21). Although SONAR does not rely on structural homology or prior knowledge of RNA-binding domains, availability of large-scale protein-protein interaction (PPI) data set is often limited in many organisms. Also, available PPI data sets may not have covered all RBPs. Recent experimental developments in the capturing of RBPs include enhanced-RIC (e-RIC), a modification of the RIC protocol that uses a locked nucleic acid modified capture probe to mitigate the nonspecific binding problem of the original RIC method (22), metabolic incorporation of nucleotide analogues (23, 24), and the use of organic-aqueous phase separation-based methods namely, the OOPS (18), protein cross-linked RNA extraction (XRNAX) (25) and phenol-toluol extraction (PTex) (26). Although powerful the e-RIC is still limited to poly(A)-binding RBPs. The phase separation-based methods use UV cross-linking (CL) to generate protein-RNA adducts which are isolated from free protein and free RNA by at least one round of acidic phenol phase partitioning. The OOPS employs multiple rounds of phase partitioning to enrich the RBPs at an acidic guanidinium thiocyanate-phenol-chloroform (AGPC) interface. In this case, RNase treatment of the enriched interface followed by a final AGPC phase partitioning enables release of the RBPs into the organic layer.

While both the nucleotide analogue-based methods and the phase separation-based methods enable capturing of coding and noncoding RBPs the former is largely limited to RBPs that bind nascent RNAs as prolonged treatment of the nucleotide analogues will inhibit rRNA synthesis, and compromise cell viability (27, 28). We therefore employed the OOPS method for the capturing of total RBPs in the *Leishmania* parasite. The OOPS protocol for the discovery of total RBPs in mammalian cell lines employed stable isotope labeling by amino acids in cell culture (SILAC) (29) to compare the relative abundance of proteins in the cross-linked (CL) and non-cross-linked (NC) samples (18). In the case of *Leishmania*, however, culturing of the parasites in the SILAC media resulted in growth defects in our hands (unpublished results). We therefore employed the highly sensitive peptide-level TMT-labeling (30) and high-resolution quantitative proteomic MS to robustly compare the CL and NC OOPS samples in both promastigote and axenic amastigote L. mexicana life cycle stages. This study significantly expands the RBP landscape of *Leishmania*. Furthermore, we showed that the classical heat shock protein 90 (Hsp90) inhibitor tanespimycin regulates the RNA-binding property of hundreds of L. mexicana RBPs, shedding light into hitherto unknown large-scale downstream molecular effect of this small molecule inhibitor in the parasite.

## RESULTS

### Assessment of OOPS protocol in L. mexicana promastigotes and axenic amastigotes.

First, we performed the OOPS protocol at various UV-doses in both L. mexicana promastigotes and axenic amastigotes (Fig. 1A). We quantified the RNA recovered from the interface following protein digestion using proteinase K and extraction from the aqueous phase of a final AGPC phase partition. As in the case of mammalian cells reported earlier (18), we observed UV-dose-dependent migration of the RNA from the aqueous phase to the interface, saturating at around 500 mJ/cm^2^ and at approximately 75% and 70%, respectively, of the total RNA content in promastigote and axenic amastigote life cycle stages of the parasite (Fig. 1B and C; Fig. S1). This gave us the confidence to couple the OOPS with large-scale quantitative proteomic MS to characterize the total RBPs in the L. mexicana parasites.

**FIG 1:**
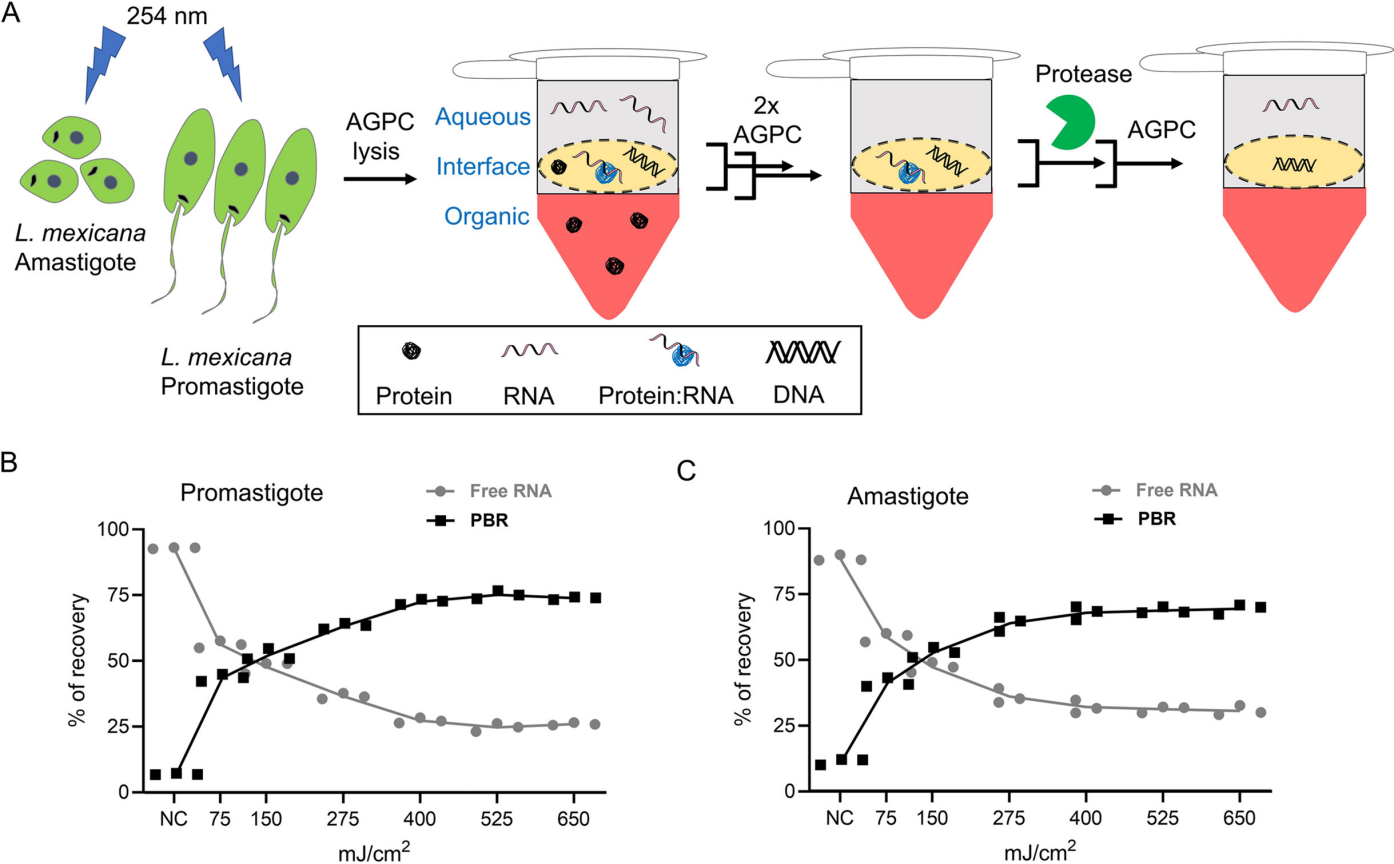
OOPS recovers protein-bound RNAs (PBRs) in *Leishmania*. (A) Schematic representation of the OOPS method to extract PBRs in L. mexicana promastigotes and axenic amastigotes. UV-irradiation of the live *Leishmania* parasites induce RNA-protein cross-linking. Upon cell lysis and AGPC phase-partitioning, the protein-RNA adducts, which have physical properties of both proteins and RNAs, are simultaneously drawn to the organic and aqueous phases and therefore accumulate in the interface. Sequential AGPC phase-partitioning followed by protease digestion of the interface and a final AGPC separation yields the previously PBRs in the aqueous phase. Relative proportions of free-RNAs (aqueous phase) and PBRs (interface) with increasing UV-dosage in promastigotes (B) and in axenic amastigotes (C). The free RNA and PBR were quantified using QuantiFluor RNA system (Promega). The sum of the free RNA and PBR provided the total absolute quantities of RNA recovered at each UV-dosage. Percentage of recovery of free RNA and PBR was calculated based on the total RNA recovered. Data shown as mean ± s.d. of three independent experiments. NC: non-cross-linked controls.

### Capture of total RBPs in L. mexicana promastigotes and axenic amastigotes using OOPS.

Next, in order to comprehensively identify the coding and non-coding RBPs in both promastigote and amastigote life cycle stages of the *Leishmania* parasites, we developed a workflow by combining the OOPS with tandem mass tag (TMT) labeling-based quantitative proteomic MS (Fig. 2A). We performed OOPS with a fixed UV-dose of 525 mJ/cm^2^ and without UV-irradiation in three independent experiments for promastigotes and axenic amastigotes and the RBPs in the interfaces were recovered into the organic phases by a final AGPC phase partition following RNase treatment. Proteins, after digestion with trypsin and TMT-sixplex labeling, were analyzed by nano-LC-MS/MS. With a filter minimum of 2 unique peptides and a requirement of minimum 6 valid values across the three replicates of the UV-irradiated and non-irradiated conditions for the promastigotes and axenic amastigotes, a total of 2417 RBPs were identified in the OOPS samples. This includes 1255 proteins in the promastigotes (Table S1) and 1960 proteins in the amastigotes (Table S2) identified with 2 or more unique peptides. The OOPS-TMT-sixplex combination revealed cross-linking (CL)-specific enrichment of the RBPs in the interface (Fig. 2B and C) and provided relative quantification of the enriched RBPs (Tables S1 and S2). Furthermore, the method revealed life cycle-selective enrichment of a set of RBPs in the parasite (Fig. 2D).

**FIG 2:**
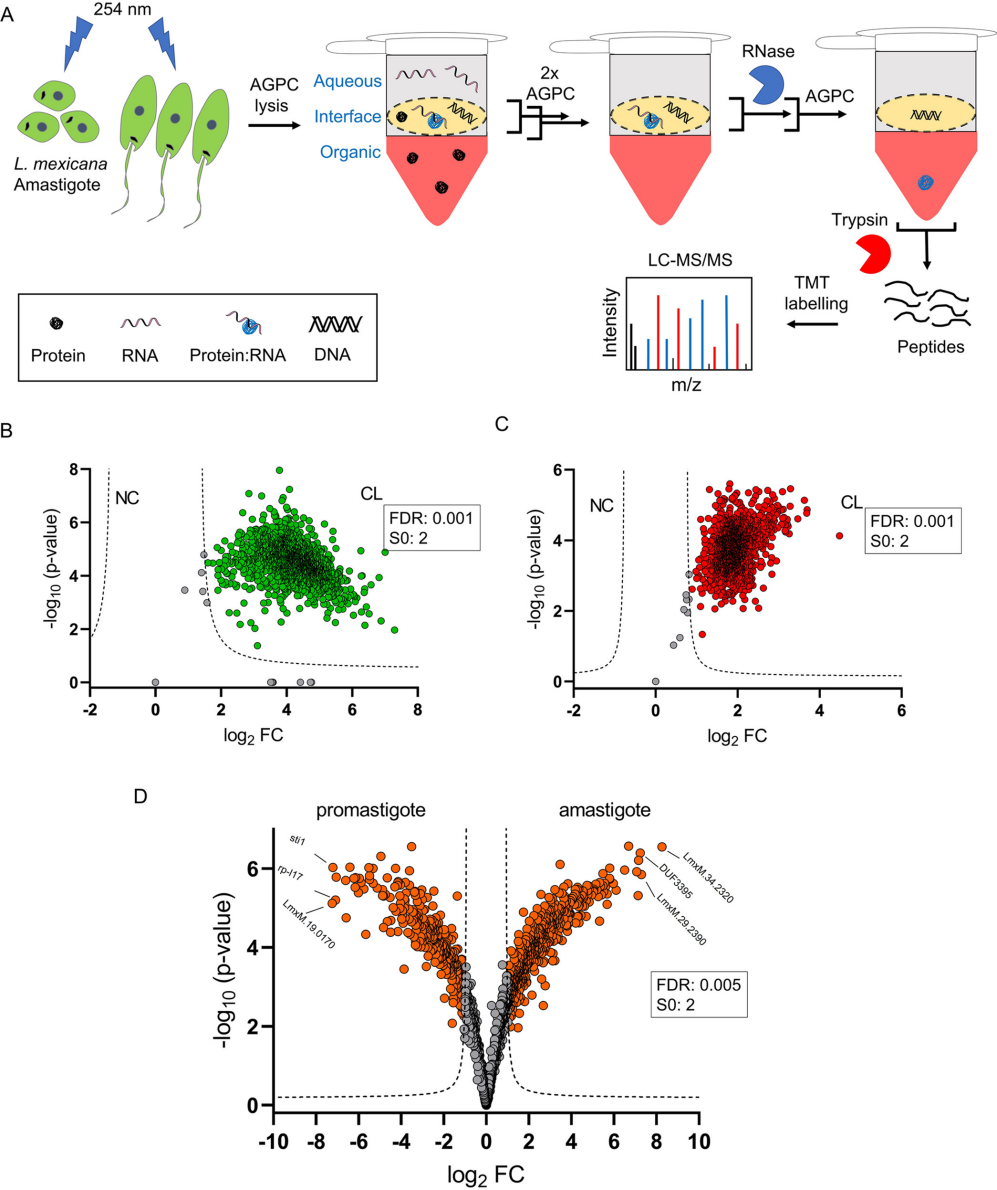
OOPS recovers RNA-binding proteins (RBPs) in *Leishmania*. (A) Schematic representation of combination of OOPS with TMT-labeling and LC-MS/MS that enables discovery and quantitation of RBPs in L. mexicana promastigotes and axenic amastigotes. Following UV cross-linking, cell lysis and three rounds of AGPC phase-partitioning, the third interface that is enriched with the protein-RNA adducts is collected and treated with RNase. A final AGPC phase-partitioning of the RNase-treated interface yields the previously RNA-bound proteins in the organic phase. The RBPs precipitated from the organic phase are subjected to tryptic digestion and isobaric labeling using tandem mass tags (TMT). LC-MS/MS analysis of the TMT-labeled samples provide identification of the RBPs and their fold change (FC) in the cross-linked (CL) samples compared to non-cross-linked (NC) controls. All experiments were performed in three biological replicates. Scatterplot showing CL-specific enrichment of RBPs in the OOPS interface of L. mexicana promastigotes (B) and axenic amastigotes (C). A modified *t* test with permutation-based FDR statistics (250 permutations, FDR = 0.001) was applied to compare three replicates of CL and NC samples in each life cycle stages. (D) Volcano plot showing differential enrichment of RBPs in the promastigote and axenic amastigote life cycle stages of L. mexicana. A modified *t* test with permutation-based FDR statistics (250 permutations, FDR = 0.005) was applied to compare the promastigote and amastigote groups.

A total of 2577 L. mexicana gene IDs in the TriTrypDB (31) were identified corresponding to the 2417 RBPs. Our total RBP data captured over 74% of mRNA-bound proteome of L. mexicana recently profiled using RIC (3) (Fig. 3A). Molecular Function (MF) Gene Ontology (GO)-Term analysis of the RIC data set proteins that overlapped with our OOPS data set (1232 gene IDs) showed similar RNA-specific enrichment terms as that of the additional RBPs identified in this study (Fig. 3B and C). However, the smaller set of 413 gene IDs in the RIC data set that have not been captured in our total RBP data set revealed no significant RNA-specific GO-enrichment Term (Fig. 3D). Thus, the OOPS method in combination with TMT labeling-based quantitative proteomic MS provided specific and comprehensive identification of RBPs in the L. mexicana parasites. In principle, some of the RBPs identified via the earlier RIC method (3) may bind non-poly(A) RNAs in addition to poly(A) RNAs. In contrast, the additional RBPs identified by the phase-separation method, as reported in mammalian systems recently (25), is a novel and distinct group of RNA interactors, herein designated as non-poly(A) RNA interactors in L. mexicana. Comparison of physicochemical properties of the poly(A)-interactors and the non-poly(A) interactors revealed similar distribution of isoelectric points versus hydrophobicity (Fig. 3E) and molecular weights (Fig. 3F). Next, we compared the interprotein domain occurrences in the two groups of RBPs, which revealed similarities and differences (Fig. 3G). In agreement with a recently reported total RBP identification in mammalian cells (25), RNA recognition motif (RRM)-containing proteins and zinc finger domains were predominantly found in the poly(A) interactome and non-poly(A) interactome, respectively, in the L. mexicana. Intriguingly, the domain with the most significant enrichment in the non-poly(A) interactome was the WD40-repeat (WDR), which often acts as scaffolds within large multiprotein complexes providing interaction sites for various biomolecules, including proteins, RNA and DNA (32–34).

**FIG 3:**
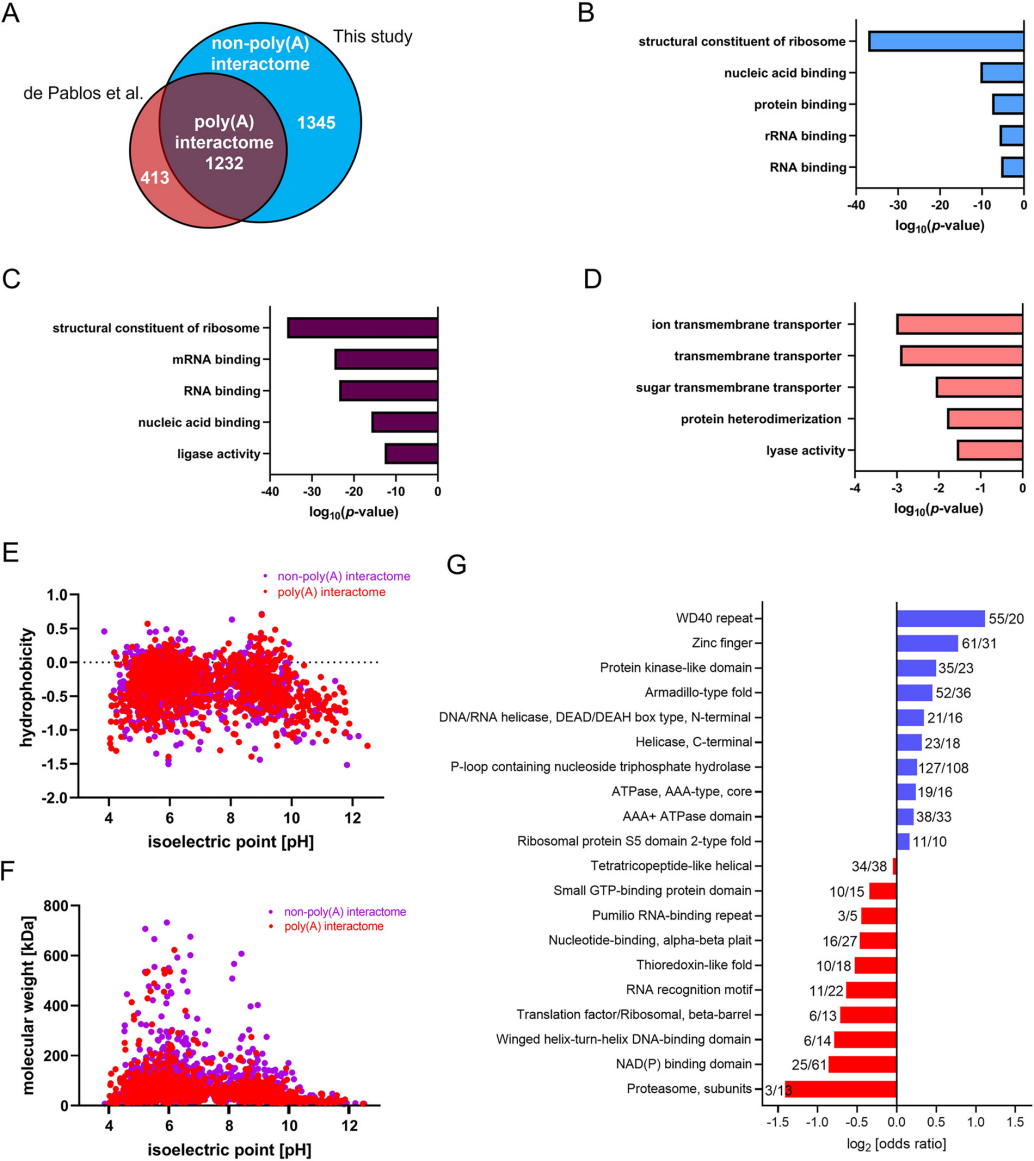
Comprehensive profiling of RBPs in L. mexicana by OOPS-quantitative proteomic MS combination. (A) Venn diagram showing comparison of the RBPs captured and identified by the OOPS-TMT labeling-based quantitative proteomic MS combination against those identified by the RIC-label-free quantitative proteomic MS method reported by de Pablos et al. Top five molecular function GO-Terms overrepresented in the non-poly(A) interactome (B), poly(A) interactome (C), and proteins that were exclusively present in the RIC data set (3). (D) Scatterplot comparing isoelectric points and hydrophobicity of proteins in non-poly(A) and poly(A) interactomes. (E) Scatterplot comparing isoelectric points and molecular weights of proteins in non-poly(A) and poly(A) interactomes. (F) Odd ratios of InterPro domain occurrences of non-poly(A) (blue) and poly(A) (red) interactomes.

In agreement with the extensive RNA-binding activity of proteasome proteins recently reported in mammalian cells (23, 24), a major portion of components of the L. mexicana proteasome complex were identified in this study (Table S3). The proteasomal proteins were preferentially enriched in the poly(A) interactome. In contrast, eight out of 20 L. mexicana deubiquitinases, including the recently characterized L. mexicana DUB2 with an elaborate RBP-interactome (35) were exclusively identified in the non-poly(A)-interactome (Table S4), underlining the advantage of the combination of OOPS with highly sensitive TMT labeling-based quantitative proteomic MS over the RIC method in discovering RBPs with important functional roles in *Leishmania*.

### Sequencing of cross-linked and non-cross-linked RNAs in L. mexicana.

The OOPS protocol can be applied for the large-scale discovery and validation of RBPs by combining with MS and RNA-sequencing (RNA-seq), respectively (18, 25). Having demonstrated the use of the former method in *Leishmania*, next, we compared the relative abundance of RNAs in the CL and NC samples using total RNA-seq of both promastigotes and axenic amastigotes of L. mexicana. Irradiation of the *Leishmania* parasites with UV-dose of 525 mJ/cm^2^ followed by sequential AGPC phase partitioning and proteinase-treatment of the final collected interface as illustrated in Fig. 1A provided the CL samples for the RNA-seq analyses. 

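Total RNA was sequenced from 8 samples, with 2 biological replicates in each of 4 groups, the NC and CL samples of axenic amastigotes and of promastigotes. Axenic amastigotes are the intracellular form of the parasite grown in culture without host cells, and promastigotes are the form of the insect vector. The NC samples were not irradiated and their RNA was extracted with TRIzol, whereas the CL samples received 525 mJ/cm2 and their RNA was released from the interface with proteinase K. All RNA was treated with DNase, and rRNA was depleted before the directional libraries were made. The authors deposited the number of reads that STAR counted on each of 8677 features, without normalization, and the TPM values that Salmon gave for 8548 of them. The NC samples labelled axenic amastigote had 5438679 and 6212826 counted reads, and the CL samples of that label 8743591 and 9727142. The NC samples labelled promastigote had 9244152 and 7240529 counted reads, and the CL samples of that label 13682942 and 11729791. The number of counted reads limits the precision for rare transcripts most in the NC samples labelled axenic amastigote. The STAR counts are given in 1 column, and which strand they cover is not given in the sources used here.
The stage of each sample was taken from its label. With these labels the shares of TPM follow Fig. 4 more closely when its stages are exchanged, and whether the labels or the figure have the stages the wrong way round is open, so groups are named by label throughout. The labels name the strain of the reference genome, MHOM/GT/2001/U1103, whereas the methods of the paper name M379 for the parasites. Counts were compared by edgeR's quasi-likelihood test with TMM normalization and Benjamini-Hochberg adjustment, on genes kept by filterByExpr with a minimum count of 10 and with only the samples compared in each fit. In the NC samples 1 ncRNA took a large part of the reads, so the normalization decides where no change lies between CL and NC samples. TPM values add up to the same total in every sample and show shares, not amounts of RNA.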

The abundance of RNA species in CL and NC samples were different; ncRNAs and protein coding RNAs, respectively, predominate the NC samples and CL samples in both amastigotes (Fig. 4A) and promastigotes (Fig. 4B). 

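In the NC samples labelled axenic amastigote, ncRNA took 61.2% ± 12.5 of TPM (SD, n = 2), rRNA 31.7% ± 9.96 (SD, n = 2) and protein coding RNA 6.93% ± 2.42 (SD, n = 2). In the CL samples of that label, ncRNA took 21.0% ± 0.0048 (SD, n = 2), rRNA 41.4% ± 0.705 (SD, n = 2) and protein coding RNA 36.6% ± 0.673 (SD, n = 2), so that rRNA had the largest share. In the NC samples labelled promastigote, the shares were 55.3% ± 0.675 for ncRNA, 35.6% ± 0.382 for rRNA and 8.82% ± 0.305 for protein coding RNA (SD, n = 2). In the CL samples of that label, they were 19.1% ± 5.92, 30.4% ± 3.35 and 49.2% ± 2.50 in the same order (SD, n = 2), and protein coding RNA had the largest share. In both stages each CL sample had a lower share of ncRNA and a higher share of protein coding RNA than each NC sample. The exact permutation test gave p = 0.333 (two-sided) for each of these differences, the smallest p that 2 samples against 2 allow. Pseudogenes took 0.0414% and 0.0244% of TPM in the NC samples and 0.226% and 0.251% in the CL samples, in the order of labels axenic amastigote and promastigote.

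**Figure D1:**
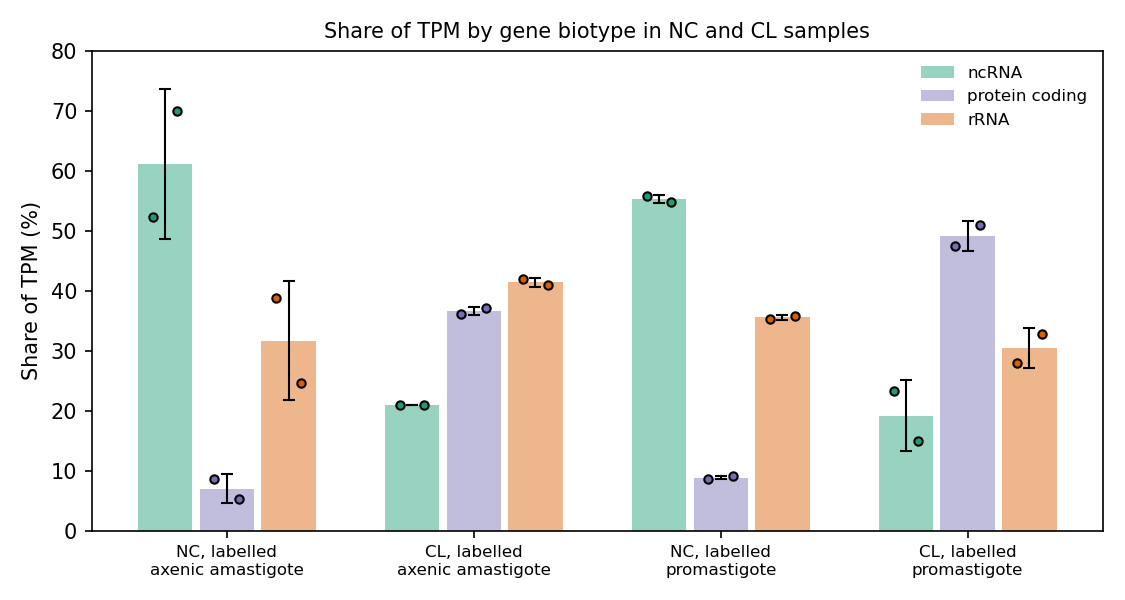
Share of TPM in percent (vertical axis) by gene biotype in the NC and CL samples of each label. Bars are means of 2 replicates, points the replicates and error bars the SD. Protein coding RNA rises from 6.93% to 36.6% in samples labelled axenic amastigote and from 8.82% to 49.2% in samples labelled promastigote.

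Most of the ncRNA came from 1 feature of 276 nucleotides on chromosome 5, from 361482 to 361757 in the coordinates of the deposited feature names. It took 51.8% ± 10.4 (SD, n = 2) of TPM in the NC samples labelled axenic amastigote and 17.9% ± 0.0226 (SD, n = 2) in the CL samples. In the samples labelled promastigote it took 43.6% ± 3.00 (SD, n = 2) and 17.8% ± 5.39 (SD, n = 2), respectively. Among the choices tried, leaving out this feature moved the ncRNA share of the NC samples most, to 20.4% in samples labelled axenic amastigote and 20.7% in samples labelled promastigote, and the share of the read counts moved the protein coding share most. On the scale of read counts protein coding RNA took 66.9% and 70.8% in the NC samples and 96.1% and 96.6% in the CL samples, in the order of labels axenic amastigote and promastigote, and was therefore the largest class in the NC samples too. From the TPM shares, the paper states that ncRNAs predominate in the NC samples and protein coding RNAs in the CL samples.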

Crucially, in addition to the similar distribution of RNA species in the CL samples of both life cycle stages, the abundance of the RNAs at the interface after CL was unaffected by the size of RNAs (Fig. 4C and D), suggesting that similar to the mammalian system (18), the OOPS method recovered all CL *Leishmania* RNAs above 60 bp without any systematic bias.

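The ratio of mean CL TPM to mean NC TPM was above 1 for 99.8% of 8143 transcripts in samples labelled axenic amastigote and for 99.6% of 8134 in samples labelled promastigote. Its median on the log10 scale was 1.00 with a range of 0.887 to 1.14 over the 4 pairs of single replicates in the former, and 1.35 with a range of 1.32 to 1.37 in the latter. Across transcripts, which are not independent replicates, the log10 ratio rose with log10 coding length in both. Pearson's r was 0.397 and Spearman's rho 0.420 in samples labelled axenic amastigote, and r was 0.394 and rho 0.370 in samples labelled promastigote. The pairs of single replicates gave r between 0.364 and 0.428 in the former and between 0.390 and 0.403 in the latter. Among the alternatives set before the data were examined the pseudocount moved this result most, and with 0.5 TPM added r was 0.600 and 0.570 in the same order. That setting also takes in features that had no ratio, 8527 transcripts in all. Features without TPM in either group, many of them short, then get a ratio of 1 by construction, which can raise r by itself.
In samples labelled axenic amastigote, the median ratio was 5.25 for transcripts from 200 to under 500 nucleotides, 7.63 from 500 to under 1000, 9.91 from 1000 to under 2000, 11.4 from 2000 to under 5000, and 12.8 from 5000 on. The corresponding medians in samples labelled promastigote were 7.52, 14.6, 22.8, 29.5 and 39.5. Under 200 nucleotides only 34 and 37 of 375 features had a ratio, with medians of 6.02 and 6.29.

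**Figure D2:**
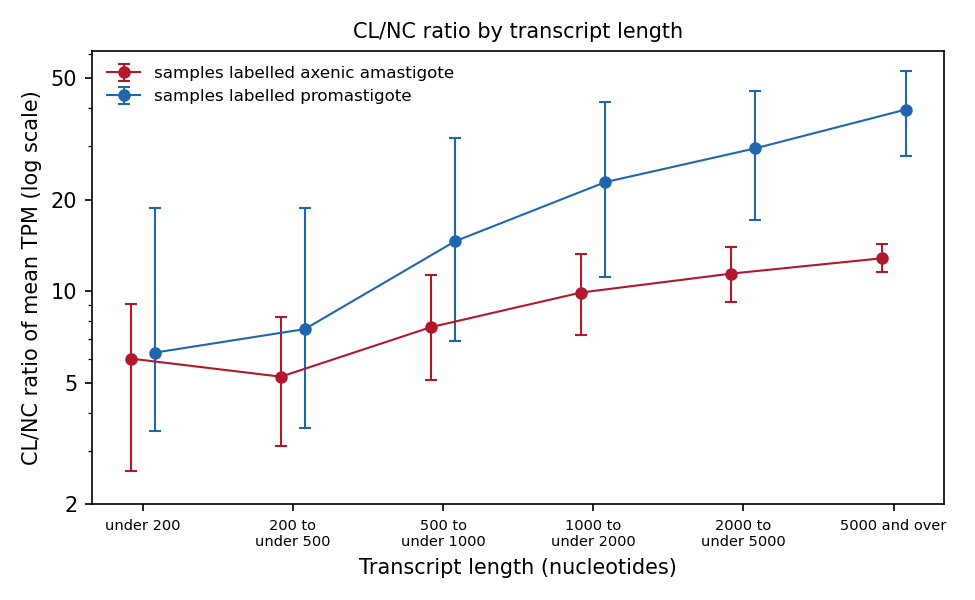
Ratio of mean CL TPM to mean NC TPM (vertical log axis) by transcript length in nucleotides (horizontal axis). Points are medians over transcripts and bars run from the lower to the upper quartile. The median rises from 5.25 to 12.8 in samples labelled axenic amastigote and from 7.52 to 39.5 in samples labelled promastigote between the bins from 200 to under 500 and from 5000 on.

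The shortest transcript with a ratio had 141 nucleotides. The TPM values list 8 features under 60 nucleotides and 316 under 150, and 0 of either had a TPM above 0 in every CL sample. In every NC sample 2 of the 316 did, so the zeros are not specific to CL samples and the TPM values do not decide on recovery at that size. The read counts list 377 features under 150 nucleotides. In samples labelled axenic amastigote 180 of them were tested by edgeR, 22 higher and 90 lower in CL at an adjusted p under 0.05, and in samples labelled promastigote 193 were tested, 34 higher and 93 lower. Their median log2 fold change was -0.72 and -0.73, against 0.04 and 0.09 for all tested genes, and with library totals only it was 0.11 and 0.47, against 0.87 and 1.29. A TPM of 0 can be a failed estimate, since between 27 and 72 features per sample are listed at 0 with 100 or more counted reads. From Fig. 4C and D, the paper proposes that OOPS recovered cross-linked RNAs without a systematic bias of size.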

**FIG 4:**
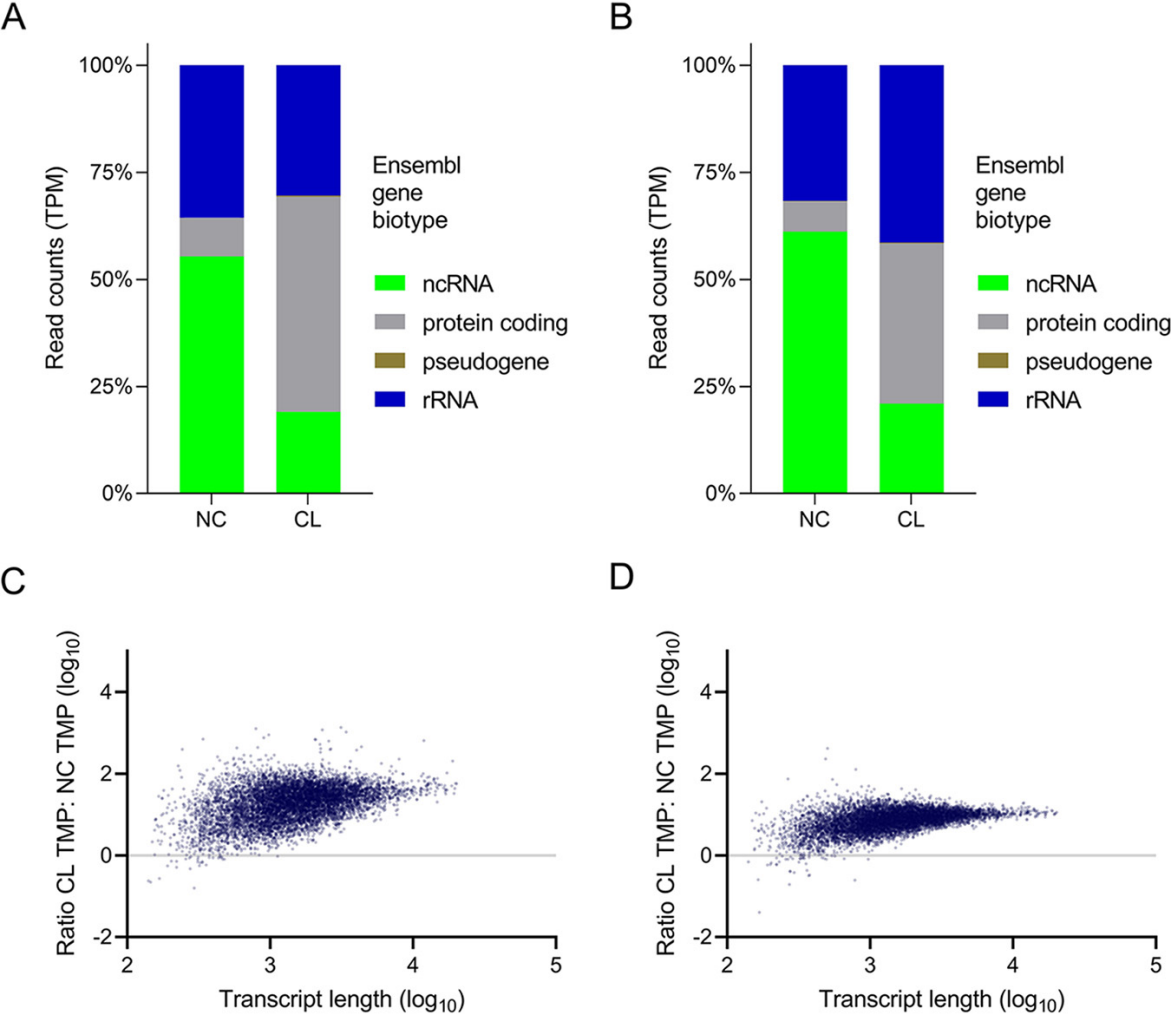
RNA-sequencing of CL and NC RNAs in L. mexicana. Relative proportions of RNA-seq read counts in transcripts per million (TPM) assigned to Ensembl gene biotypes for CL and NC samples in, (A) axenic amastigotes and (B) promastigotes. (C) and (D) Correlation between the ratio of CL/NC RNA and the length of the transcripts in axenic amastigotes and promastigotes, respectively.

Next, we performed differential gene expression analysis of the CL versus NC samples (Fig. 5A and B). Normalized read counts of the replicate experiments with significant (P_adj_<0.05) differential expression of transcripts in the CL versus NC samples were compared using heatmaps (Fig. 5C and D). 

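At an adjusted p under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 2937 genes were higher and 2807 lower in the CL than in the NC samples labelled axenic amastigote, out of 8360 tested. In samples labelled promastigote, 3629 were higher and 3376 lower out of 8380. The scaling moved these counts most among the normalizations tried. With library totals only, 5446 genes were higher and 762 lower in the former and 5943 and 1512 in the latter, as the median log2 fold change of all tested genes moved from 0.04 to 0.87 and from 0.09 to 1.29. On log2(TPM + 0.5), limma called 8079 genes higher and 13 lower in the former and 8100 and 16 in the latter, with a median log2 fold change of 2.99 and 3.91. With length-corrected offsets the counts were 2508 and 2639 in the former and 3487 and 3346 in the latter, and 4201 of the 5744 and 6026 of the 7005 genes called without them were called again. For a change of at least 2-fold, 123 genes were higher and 805 lower in the former, and 1560 and 1893 in the latter. Of 5300 genes called in both stages, 5222 changed in the same direction and 78 in opposite directions. Among tRNA genes, whose counts are uncertain because copies could share reads, 31 of 32 tested were lower in CL samples labelled axenic amastigote and 26 of 27 in CL samples labelled promastigote.
The most abundant ncRNA, from 361482 to 361757 on chromosome 5, had a log2 fold change of -4.81 (standard error 0.65, adjusted p = 0.00040 from edgeR's test) in samples labelled axenic amastigote and of -5.36 (standard error 0.87, adjusted p = 2.7e-05) in samples labelled promastigote. Its normalized count in the NC samples labelled axenic amastigote differed between replicates, with 2224043.9 and 4789067.3, and its log2 fold change there was -5.31 without replicate 1 and -4.15 without replicate 2 of the NC samples. With each replicate left out in turn, it stayed between -5.79 and -5.03 in samples labelled promastigote. With length-corrected offsets it was -3.82 and -3.90, in the order of labels axenic amastigote and promastigote. On log2(TPM + 0.5) it was -1.51 (standard error 0.13, adjusted p = 8.5e-30 from limma) and -1.33 (standard error 0.62, adjusted p = 0.060 from limma), on a scale where the median of all tested genes was 2.99 and 3.91. The variance in limma is shared across genes, so the smaller p does not rest on 2 replicates per group alone. The gene with the largest rise in samples labelled axenic amastigote was LMXM_36_5920, with normalized counts of 147.3 ± 4.95 (SD, n = 2) in CL and 19.4 ± 7.00 (SD, n = 2) in NC samples, a log2 fold change of 2.93 (standard error 0.27, adjusted p = 5.2e-05 from the same test). With each replicate left out in turn, its log2 fold change stayed between 2.53 and 3.34. In samples labelled promastigote it was LmxM_34_0540d_1, with normalized counts of 116.4 and 183.6 in the CL and 2.00 and 2.60 in the NC replicates. Its log2 fold change was 5.97 (standard error 0.60, adjusted p = 9.8e-08 from the same test), and it stayed between 5.60 and 6.23 with each replicate left out. The NC counts are near the floor, so the size of this change is uncertain. On log2(TPM + 0.5) it was 4.56, against a median of 3.91 over all tested genes. The feature with the largest fall in samples labelled axenic amastigote was an rRNA feature from 655615 to 655782 on sequence 0, with a log2 fold change of -8.71, and its counts are uncertain, since another rRNA feature of 168 nucleotides could share its reads. In samples labelled promastigote its log2 fold change was -7.00, and the largest fall was that of an ncRNA of 141 nucleotides from 218578 to 218718 on chromosome 23, with normalized counts of 3.00 and 4.20 in the CL and 2510 and 2343 in the NC replicates and a log2 fold change of -9.38 (standard error 0.19, adjusted p = 1.4e-14 from the same test). The former stayed between -9.14 and -8.37 in samples labelled axenic amastigote with each replicate left out, and the latter between -9.59 and -9.14 in samples labelled promastigote. Protein coding genes are named by the RefSeq locus tag that matched the deposited identifier, and the tables used here give them no other name.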

Interestingly, Biological Process (BP) GO-Term analysis of the CL samples revealed a preferential enrichment of protein phosphorylation in both axenic amastigote and promastigote life cycle stages of L. mexicana (Fig. 5E and F). Of the 195 eukaryotic protein kinase genes in the L. mexicana genome (36), the protein-RNA-interactome captured 138 and 109 genes, respectively, in the axenic amastigotes (Table S5) and promastigotes (Table S6), suggesting a crucial role of the protein-RNA interactions in the regulation of the protein kinome of *Leishmania*. Classification of the protein kinases according to their catalytic domain conservation (36) revealed CMGC, Others, STE and CAMK as the most represented eukaryotic protein kinase groups (Fig. 5G and H).

**FIG 5:**
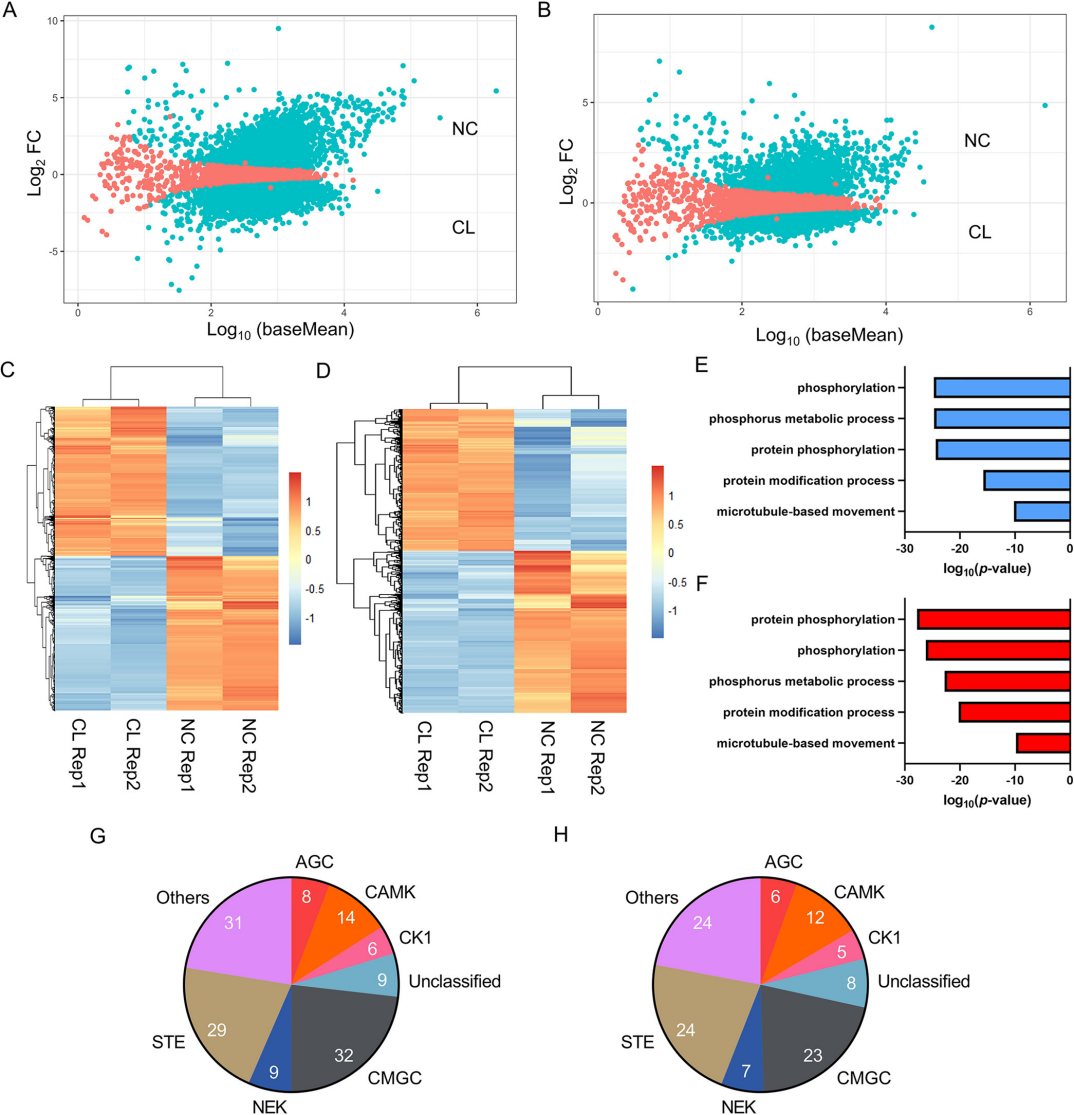
Differential gene expression analysis of RNA-seq data sets in L. mexicana. Scatterplot of mean of normalized read counts in log-scale (log_10_ baseMean) versus log_2-fold_ change (log_2_ FC) for NC versus CL samples of axenic amastigotes (A) and promastigotes (B) with statistically significant hits (P_adj_ < 0.05) shown in blue. Heatmaps of the significant (P_adj_<0.05) DESeq2 normalized read counts of RNA-seq NC and CL replicates of axenic amastigotes (C) and promastigotes (D). Top five BP GO-Terms overrepresented in the differentially expressed (P_adj_ cutoff < 0.01) CL data sets of axenic amastigotes (E), and promastigotes (F), respectively. Classification of the protein kinases according to their catalytic domain types in axenic amastigotes (G), and promastigotes (H), respectively.

We next used differential expression analysis for comparing the axenic amastigote and promastigote life cycle stages (Fig. S2A and S2B). 

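In the CL samples, 2549 genes were higher in the libraries labelled axenic amastigote and 2624 in those labelled promastigote, out of 8383 tested at an adjusted p under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. For a difference of at least 2-fold the counts were 243 and 265. With 1 CL replicate labelled axenic amastigote left out, 1605 and 1727 genes were called without replicate 1, and 1623 and 1761 without replicate 2. On log2(TPM + 0.5), limma called 601 genes higher in the former and 4848 in the latter, with a median log2 fold change of all tested genes of -0.49, so the split between the stages depends on where no change is set. In the NC samples, 2807 genes were higher in the libraries labelled axenic amastigote and 2707 in those labelled promastigote out of 8317, and 3602 and 1140 with library totals only. Of 3512 genes called both in CL and in NC samples, 2651 differed in the same direction and 861 in opposite directions.
LMXM_33_3645 had the largest difference toward the label axenic amastigote in the CL samples, with normalized counts of 10889 ± 585 (SD, n = 2) against 561 ± 37.4 (SD, n = 2), a log2 fold change of 4.28 (standard error 0.08, adjusted p = 1.1e-08 from the same test). LMXM_15_1240 had the largest toward the label promastigote, with 598 ± 12.0 (SD, n = 2) against 14049 ± 346 (SD, n = 2), a log2 fold change of -4.55 (standard error 0.07, adjusted p = 8.1e-09 from the same test). With each replicate left out in turn, the former stayed between 4.20 and 4.34 and the latter between -4.58 and -4.53.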

GO analyses of transcripts with significant (P_adj_ < 0.05) differential expression between the two life cycle stages in the CL samples revealed mRNA splicing (*P* value 3.73e^−3^) and mitochondrial ribosome (*P* value 1.51e^−4^) as the top BP and Cellular Component (CC) GO-Terms, respectively, in the axenic amastigotes (Fig. S2C and S2D). In contrast, small molecule metabolic process (*P* value 1.13e^−10^) and axoneme (*P* value 4.26e^−11^), respectively, were identified as the top BP and CC GO-Terms in the promastigotes (Fig. S2E and S2F).

### Proteome-wide quantitative assessment of RBPs following Hsp90 inhibition in L. mexicana.

Our recent study showed that the major effect of inhibition of Hsp90 in L. mexicana is on the parasite ribosome (37). As proteins constantly interact with RNAs in the ribosome, we asked if the Hsp90 inhibition affects the protein-RNA interactions in the parasite. To answer this, we applied the OOPS methodology in Hsp90 inhibitor treated L. mexicana parasites in both promastigote and axenic amastigote life cycle stages (Fig. 6A). Tryptic digests of the RNase-treated OOPS interfaces were labeled with TMT-6plex reagents such that each of the three biological replicate experiments of tanespimycin treatment versus control treatment was labeled with separate TMT duplex reagents within the TMT-6plex kit. The samples, after pooling together, were analyzed by nano-LC-MS/MS. We used MS3-level spectra for accurate relative quantification between the treatments versus controls (38). A total of 2025 and 1479 proteins were identified and quantified in the promastigotes and amastigotes, respectively. Applying a filter of minimum 2 unique peptides and 3 valid values across the three replicates, a total of 891 and 496 statistically significant high-confidence tanespimycin-affected RBPs were identified in the promastigotes and amastigotes, respectively (Tables S7 and S8).

**FIG 6:**
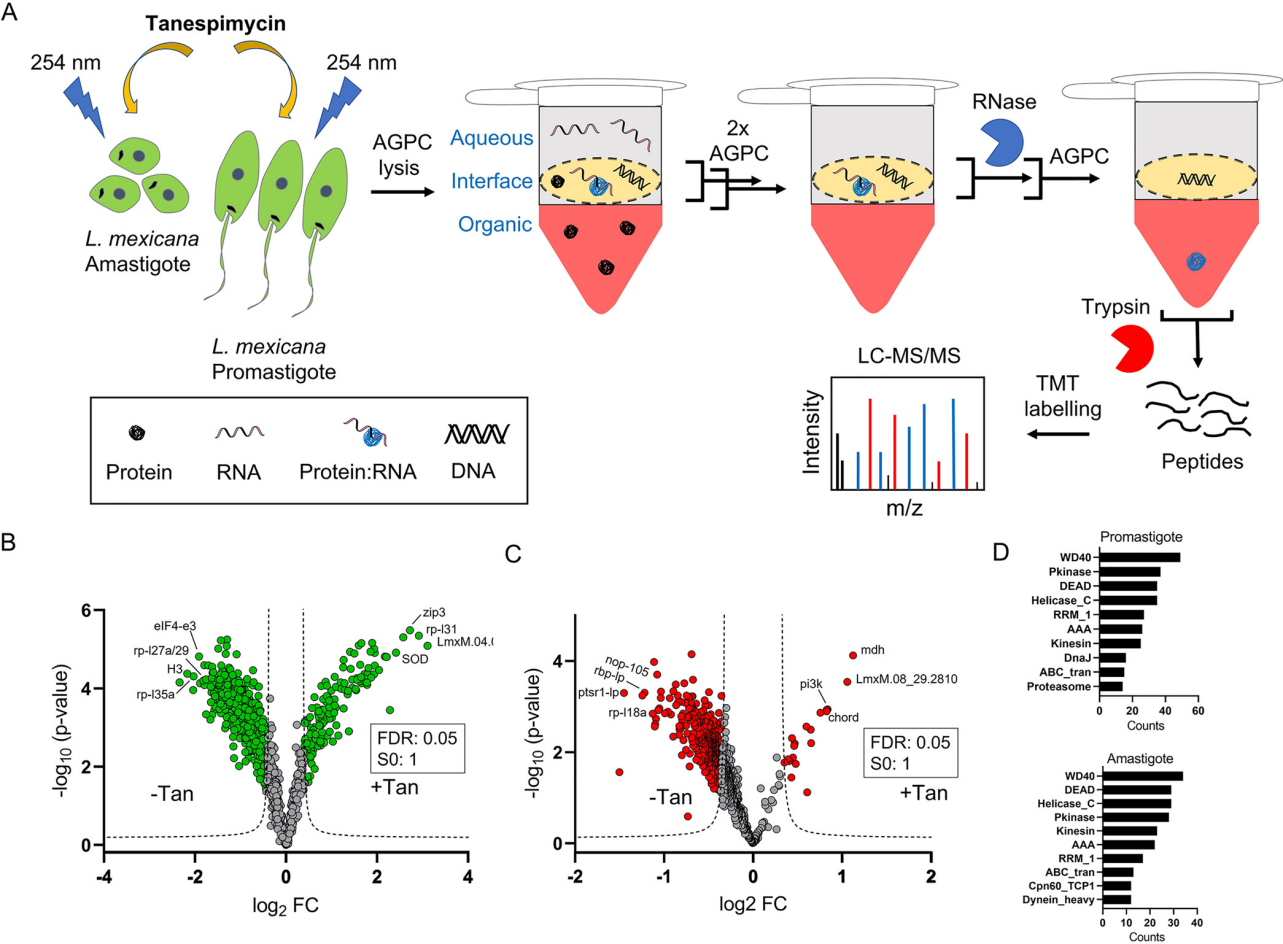
Hsp90 inhibition affects protein-RNA interactions in *Leishmania*. (A) Schematic representation of combination of Hsp90 inhibition with tanespimycin treatment and the OOPS-quantitative proteomic MS method for proteome-wide quantitative assessment of the effect of the inhibition on protein-RNA interactions in both promastigote and axenic amastigote life cycle stages of L. mexicana. For the Hsp90 inhibition, the parasites in three independent replicates were treated with 1 µM tanespimycin or vehicle (DMSO) for 16 h prior to the OOPS protocol. Volcano plots showing differential regulation of RBPs upon tanespimycin treatment (+Tan) with respect to vehicle treatment (-Tan) in promastigotes (B) and axenic amastigotes (C). A modified *t* test with permutation-based FDR statistics (250 permutations, FDR = 0.05) was applied to compare the +Tan and -Tan groups in both life cycle stages. (D) Top-10 Pfam domain occurrences in tanespimycin-affected RBPs in promastigotes and axenic amastigotes.

While tanespimycin caused an increase in the RNA-binding of a small set of RBPs, the RNA-binding of the majority of RBPs were negatively affected in both life cycle stages of L. mexicana (Fig. 6B and C). Interestingly, different set of RBPs were observed among the mostly affected in the promastigotes and amastigotes, contrasting the molecular signatures of the Hsp90 inhibition on the RBPs of the two life cycle stages. The effect of tanespimycin on the RNA binding of proteins was largely independent of the relative levels of the RBPs quantified between the two life cycle stages (Fig. S3A, S3B). Despite these differences the isoelectric point, hydrophobicity, and molecular weight of the affected proteins in both life cycle stages showed similar patterns (Fig. S3C to S3D). Additionally, a comparison of domain occurrences revealed commonalities between the affected RBPs of the two stages (Fig. 6D). Similarly, in both life cycle stages, GO analyses of the affected proteins revealed structural constituent of ribosome (*P* values 1.14e^−37^ for promastigotes and 4.50e^−42^ for amastigotes), ribosome (*P* values 4.00e^−23^ for promastigotes and 1.43e^−23^ for amastigotes), and translation (*P* values 2.94e^−47^ for promastigotes and 4.08e^−50^ for amastigotes) as extremely enriched MF, CC and BP GO-Terms, respectively (Table S9), agreeing with our recent finding that the major effect of inhibition of Hsp90 in L. mexicana is on the parasite ribosome (37). However, the downstream molecular effects of the inhibition beyond protein expression remained unknown. Our combination of the Hsp90 inhibition with the OOPS-based total RBP discovery in L. mexicana revealed that the Hsp90 inhibition causes large-scale disruption of the RNA binding of several ribosomal protein (RPs), proteasomal proteins and translation factors in both promastigote and amastigote life cycle stages of the parasite (Tables S7 and S8).

Next, we intersected the L. mexicana promastigote RBP-tanespimycin treatment data set with our recently reported quantitative proteomic data set of effect of tanespimycin treatment on protein synthesis in the parasite (37). Out of 173 proteins quantified between the two data sets, we observed positive and negative correlation between protein synthesis and RNA binding on 101 and 72 proteins, respectively (Table S10). Among these, the RNA binding of 49 and 15 structural constituent of ribosome proteins showed positive and negative correlation, respectively, with their expression levels (Table S10). While the RNA binding of most RPs was decreased upon tanespimycin treatment, striking increase in the RNA binding independent of the change in the expression was observed on four RPs; 60S RPL31 (LmxM.34.3280, LmxM.34.3290), 40S RPS7 (LmxM.01.0410), 40S RPS11 (LmxM.21.1550) and 60S RPL34 (LmxM.36.3740), suggesting that specific RPs bind RNA differentially and the Hsp90 inhibition differentially disrupts specific RNA-protein interactions.

## DISCUSSION

Protein-RNA interactions regulate a myriad of processes that are crucial for the cell to maintain homeostasis. Although mRNAs constitute only 2% to 5% of the total transcripts in eukaryotes, until very recently the identification of RBPs was limited to mRNA-binding proteins. This was because of the limitation of the RIC technique, which relies on an affinity interaction between the poly(A) tails in mRNAs and oligo(dT) beads. In addition to missing out the protein interactors of the vast majority of transcripts in the eukaryotic cell, RIC cannot be applied in bacteria and many archaea as they lack poly(A) tails in their transcripts. Noncoding RNAs (ncRNAs) participate in numerous biological functions (16, 17). The highly abundant ncRNAs, the rRNAs, serve not only as the major structural constituents of ribosome, but also associate with RPs and facilitate peptidyl transfer reaction in the protein synthesis (39). The tRNAs also play a pivotal role in protein synthesis by serving as adaptor molecules for amino acids (40). The functional roles of other ncRNAs, including long noncoding RNAs (lncRNAs), small nuclear RNAs (snRNAs) and small nucleolar RNAs (snoRNAs) is only beginning to unravel. As most coding and noncoding RNAs function as RNPs, identification of the total RBPs is of paramount importance for deciphering the underlying biological processes they regulate.

We combined the OOPS method with TMT labeling based quantitative proteomic MS for robust transcriptome-wide discovery of coding and noncoding RBPs in both promastigote and amastigote life cycle stages of L. mexicana parasites. With about two times the number of RBPs identified compared to a recently reported large-scale study that employed RIC and label-free quantitative proteomics (3), our study provides the most comprehensive data set of RBPs in L. mexicana. Importantly, our study unraveled an extensive set of non-poly(A) interactors in the parasite, which the RIC method could not capture. Interprotein domain analysis of the non-poly(A) interactors revealed a preferential enrichment of WDR domains. Although the functional roles of the WDR domains are only beginning to emerge, they often serve as crucial units of large multiprotein complexes mediating diverse functions, including RNA processing, ubiquitin signaling, protein degradation, sensing of DNA damage, DNA repair, control of cell division, chromatin organization and epigenetic regulation of gene expression (32–34). Structural basis of sequence-specific RNA binding by WDR domains have been reported by both crystallographic studies (41, 42) and high-resolution cryo-electron microscopy studies (43–47). In humans many proteins that harbor WDR domains are disease-associated (33), and the WDR domains of two proteins, WDR5 and EED, have been specifically targeted by potent and cell-active drug-like small molecules (48–50). These small molecule chemical probes have revealed high structural diversity of the binding pockets in the WDR domains, suggesting druggability of the ubiquitous protein domain. The prevalence of the WDR domains among the novel class of non-poly(A) RNA interactors of L. mexicana revealed by our study therefore will fuel both functional studies and investigation of their druggability scope in the *Leishmania* spp. parasite. Studies in this direction are currently in progress in our group.

In agreement with the RIC data set (3), we identified an extensive set of L. mexicana proteasomal proteins as RBPs. While the biological functions of the RNA-binding activity of the proteasome proteins remain elusive the 20S core of proteasome is reported to possess RNase activity (51, 52). Also, several proteins in the 19S regulatory particle of proteasome participate in functions independent of the proteasome complex (53). However, in contrast to the RIC data set that identified only a limited number of ubiquitin-associated proteins, our OOPS-TMT-6plex quantitative proteomics method identified an elaborate list of ubiquitin-associated proteins, including 10 out of 20 deubiquitinases in the parasite, suggesting hitherto unidentified and potentially widespread role of deubiquitinases in the processing of RNAs in the *Leishmania* parasite. DUB2, the top RNA-binding deubiquitinase detected in our OOPS data set, has been recently identified to be an essential protein required for life cycle transition in the L. mexicana (35). The DUB2 interactome profiling in L. mexicana has revealed its physical association with several RBPs involved in transcription, chromatin dynamics, mRNA splicing and RNA capping (35). Also, RNA-binding ubiquitin ligases have been suggested to act as key links between posttranscriptional regulation and the ubiquitin system (54).

The identification of many proteasomal proteins, deubiquitinases, ubiquitin conjugating enzymes and ligases suggest potential functional roles of the protein-RNA interactions in crucial cellular processes such as protein degradation by the ubiquitin-proteasome system (UPS) and proteasomal degradation. Targeting of the proteasome in *Leishmania* by small molecules has been recently reported as a promising strategy for the development of therapeutic agents against leishmaniasis (55–57). The widespread RNA-binding property identified in the proteasome proteins suggests functional relevance of the protein-RNA interactions and demands further investigation.

Transcriptome-profiling by total RNA-seq of the NC and CL samples revealed similar relative proportions of Ensembl gene biotypes in the RNA-seq reads of the CL samples of promastigotes and amastigotes, contrasting the CL samples from the NC samples. The higher relative proportion of protein coding genes in the CL samples underscores the importance of protein-RNA interactions in the regulation of gene expression in *Leishmania*. Crucially, the CL samples also contain a substantial proportion of the ncRNAs, suggesting potential functional roles of the protein-binding ncRNAs in the posttranscriptional regulation of gene expression in the protozoan parasite. The enrichment of protein phosphorylation BP GO-Term and a substantial portion of the L. mexicana protein kinase genome in the CL samples, revealed by differential gene expression analysis, suggests potential role of the RBPs in the large-scale regulation of the protein kinome of *Leishmania*. The L. mexicana possess an extensive set of eukaryotic protein kinases and a recent study has shown that many of the protein kinases act as regulators of life cycle differentiation and survival in the parasite (36). Additionally, the life cycle-specific enrichment of GO-Terms among the CL samples revealed by the differential RNA-seq analyses suggests that the L. mexicana relies on different networks of RNA-protein interactions in the two life cycle stages. Our data suggest crucial roles of the RBPs in the regulation of RNAs that code for mitochondrial ribosomal proteins and core proteins of the cilium, respectively, in the amastigote and promastigote life cycle stages of L. mexicana.

The combination of Hsp90 inhibition with the OOPS-TMT-6plex based total RBP identification showed that while largely different set of RBPs were affected by the inhibitor in the promastigotes and amastigotes, the overall cellular effect of the inhibition as revealed by the GO analyses of the affected RBPs were strikingly similar in both life cycle stages. This suggests that the parasite relies on different repertoire of protein-RNA interactions to cope up with the Hsp90 inhibition stress in the two different life cycle stages, but nevertheless accomplishes similar results, underscoring the extraordinary ability of *Leishmania* to adapt to stress conditions. We observed RNA binding of RPs, proteasomal proteins, and translation factors among the mostly affected, suggesting protein-RNA interactions playing crucial roles in the downstream effect of the Hsp90 inhibition on protein synthesis and degradation pathways in the parasite. This study thus provides a wealth of insights for further studies to illuminate the molecular mechanisms of Hsp inhibition in the *Leishmania* spp. parasites.

## MATERIALS AND METHODS

### *Leishmania* cell culture.

L. mexicana strain M379 (MNYC/BC/62/M379) promastigotes were grown in T-75 flasks at 26°C in Schneider’s insect medium (Sigma-Aldrich) supplemented with 0.4 g/L NaHCO_3_, 0.6 g/L anhydrous CaCl_2_, and 10% heat-inactivated fetal bovine serum (FBS) (pH 7.0). Axenic amastigote cultures were generated from procyclic promastigotes using changes in the pH and temperature of the culture medium. Briefly, L. mexicana promastigotes in log stage were seeded at 5 × 10^5^ parasites/mL in 30 mL pH 7.0 Schneider’s insect medium supplemented with 15% heat-inactivated FBS and incubated at 26°C. On day 3, the procyclic promastigotes were transferred to 60 mL of pH 5.5 Schneider’s insect medium supplemented with 20% heat-inactivated FBS, seeded at 5 × 10^5^ parasites/mL and incubation continued at 26°C. On day 7, the metacyclic parasites were transferred to 60 mL of pH 5.5 Schneider’s insect medium supplemented with 20% heat-inactivated FBS, seeded at 5 × 10^5^ parasites/mL and incubated at 32°C. On day 11–12, the parasites were completely differentiated into amastigote stage. The growth and morphology of parasites were observed under an optical microscope and parasite numbers in cultures were measured using a hemocytometer.

### OOPS in L. mexicana.

Mid-log-phase promastigotes and axenic amastigotes grown in T-75 flasks (30 mL culture medium; 5 × 10^6^ parasites/mL) were pelleted by centrifugation (3 min at 900g, room temperature) and washed once with PBS. In non-cross-linked controls, 100 µL PBS was added to the pellets, the parasites were passed through 29G needle (5 times) and subjected to acidic guanidinium thiocyanate-phenol-chloroform (AGPC) biphasic extraction as reported earlier for mammalian and bacterial cells (18). Briefly, one mL TRIzol reagent was added to each sample and homogenized by pipetting several times followed by vortexing at maximum speed for 15 s. For biphasic extraction, 200 µL chloroform (Fisher Scientific) was added, vortexed and the samples were centrifuged at 12,000g for 15 min at 4°C. In cross-linked samples, parasites were resuspended in PBS in 6-well plates and cross-linked in solution at 254 nm with UV dosages various from 75 mJ/cm^2^ to 650 mJ/cm^2^ (CL-3000 UV Crosslinker; UVP). For quantitative proteomic experiments, the parasites were irradiated with UV dosage of 525 mJ/cm^2^. The cross-linked parasites were pelleted, and supernatant removed by pipetting leaving approximately 100 µL PBS. The parasites were passed through 29G needle (5 times), TRIzol reagent was added and homogenized by pipetting several times followed by vortexing at maximum speed for 15 s as described above. The homogenized lysates were incubated at room temperature (RT) for 5 min to dissociate unstable RNA-protein interactions, and AGPC biphasic extraction was performed as described above. The upper aqueous phase containing non-cross-linked RNAs was transferred to a new tube and RNA isolated by standard phenol-chloroform extraction (Thermo Fisher Scientific). The lower organic phase containing non-cross-linked proteins was precipitated by addition of nine volumes of methanol. The interface containing the RNA-protein adducts was transferred to a new tube and subjected to two additional rounds of AGPC biphasic extraction. The interface of the final AGPC phase separation cycle was precipitated by addition of nine volumes of methanol and pelleted by centrifugation at 14,000g for 10 min at RT.

### RNA extraction and quantification.

The precipitated interfaces were incubated with 20 U of proteinase K (Thermo Fisher Scientific) in a protein digestion buffer (30 mM Tris HCl, pH 8:00, 10 mM EDTA) at 50°C for 2 h. Samples were cooled to RT and released RNA was purified by standard phenol-chloroform extraction (Thermo Fisher Scientific) following manufacturer’s instructions. RNA purity was assessed by Nanodrop (DeNovix). Samples with a 260/230 absorbance ratio below 2 and 260/280 absorbance ratio below 1.9 were discarded. RNA concentration was determined using QuantiFluor RNA system (Promega) in BioTek Synergy H4 plate reader in 96-well black flat-bottom plates following manufacturer’s instructions.

### RNA sequencing.

Total non-cross-linked (NC) RNA and protein-cross-linked (CL) RNA from promastigote and axenic amastigote life cycle stages of L. mexicana parasites in biological duplicates were purified using standard TRIzol extraction and OOPS, respectively. The CL samples were treated with 20 U of proteinase K in a protein digestion buffer (30 mM Tris HCl, pH 8:00, 10 mM EDTA) at 50°C for 2 h and the released RNA was purified by a subsequent TRIzol extraction. All RNA samples were treated with Turbo DNase (Thermo Fisher Scientific). RNA integrity was evaluated using Agilent 2100 Bioanalyzer system and sample purity was further assessed using agarose gel electrophoresis. rRNA (rRNA) was removed by NEBNext rRNA Depletion kit (New England BioLabs) according to the manufacturer’s instructions, and sequencing libraries were generated using the rRNA-depleted RNA samples using NEBNext Ultra Directional RNA Library Prep kit for Illumina (New England BioLabs). Briefly, after fragmentation, the first strand cDNA was synthesized using random hexamer primers. Then the second strand cDNA was synthesized and dUTPs were replaced with dTTPs in the reaction buffer. The directional library was ready after end repair, A-tailing, adapter ligation, size selection, USER enzyme digestion, amplification, and purification. The library was checked with Qubit real-time PCR for quantification and bioanalyzer for size distribution detection. All libraries were sequenced in parallel on a NovaSeq 6000 PE150 (Illumina).

### RNA-seq data processing and bioinformatics.

Leishmania mexicana MHOM/GT/2001/U1103 genome sequences, transcriptome sequences and general feature format (gff) file were downloaded from TriTrypDB release 54 (31). Counts of reads per gene were obtained using STAR aligner (58). Relative abundance of transcripts in units of transcripts per million (TPM) was obtained using Salmon (59) with default settings. GraphPad Prism version 9.2.0 (www.graphpad.com) was used for generating scatterplots, and for performing correlation analyses. Differential gene expression analyses were performed in R (version 4.1.1) using the Bioconductor DESeq2 package (60) and plots were generated using the R package ggplot2.

### Proteomic sample preparation and TMT labeling.

Protein samples were resuspended in 200 µL of 100 mM triethylammonium bicarbonate (TEAB) (Sigma-Aldrich), reduced with 20 mM dithiothreitol (DTT) (Sigma-Aldrich) at RT for 60 min and alkylated with 40 mM iodoacetamide (Sigma-Aldrich) at RT in the dark for 60 min. Samples were digested overnight at 37°C with 5 µg sequencing-grade modified trypsin (Promega). The samples were then acidified with trifluoroacetic acid (TFA) (0.1% vol/vol final concentration; Sigma-Aldrich), centrifuged at 16,000g for 10 min and the supernatant was collected. The tryptic peptides were then desalted on C-18 Sep-Pak Classic cartridges (Waters; WAT051910) following manufacturer’s instructions. The peptides were evaporated to complete dryness under a vacuum and stored at −80°C until required.

TMT labeling of the desalted tryptic peptides was carried out using TMTsixplex isobaric label reagent set (Thermo Fisher Scientific). The peptides of each experimental condition were dissolved in 100 µL of 100 mM TEAB and treated with an RT equilibrated and freshly dissolved unique TMT label reagent in 41 µL anhydrous acetonitrile. The labeling reactions were run for 1 h at RT, following which 10 µL of 5% solution of hydroxylamine was added and incubated for 15 min at RT to quench the reactions. The six samples of three replicates of each life cycle stage were then combined together and concentrated to complete dryness under a vacuum. The samples were then redissolved in 0.1% TFA, desalted and cleaned-up using Pierce Peptide Desalting Spin Columns (Thermo Fisher Scientific) following manufacturer’s instructions. The samples were dried on a SpeedVac and stored at −80°C until required.

### LC-MS/MS.

The LC-MS/MS analysis of TMT-labeled peptides were performed on an Orbitrap Fusion Lumos mass spectrometer (Thermo Fisher Scientific) coupled with a Thermo Scientific Ultimate 3000 RSLCnano UHPLC system (Thermo Fisher Scientific). The peptides dissolved in 0.1% formic acid (FA) were first loaded onto an Acclaim PepMap 100 C18 trap column (5 µm particle size, 100 µm id X 20 mm, TF164564) heated to 45°C using 0.1% FA/H_2_O with a flow rate of 10 µL/min, then separated on an Acclaim PepMap 100 NanoViper C18 column (2 µm particle size, 75 µm id X 50 cm, TF164942) with a 5% to 38% ACN gradient in 0.1% FA over 80 min (L. mexicana amastigote and promastigote OOPS-TMT-6plex MS2 runs) or over 120 min (L. mexicana amastigote and promastigote tanespimycin-OOPS-TMT-6plex MS3 runs) at a flow rate of 300 nL/min. The full MS spectra (*m/z* 375 to 1,500) were acquired in Orbitrap at 120,000 resolution with an AGC target value of 4e^5^ for a maximum injection time of 50 ms. High-resolution HCD MS2 and MS3 spectra were generated in positive ion mode using a normalized collision energy of 36% and 65%, respectively, within a 0.7 *m/z* isolation window using quadrupole isolation. The AGC target value was set to 10e^4^, and the dynamic exclusion was set to 45 s. The MS2 spectra were acquired in Orbitrap with a maximum injection time of 86 ms at a resolution of 50,000 with an instrument determined scan range beginning at *m/z* 100. The MS3 spectra were acquired in Orbitrap with a maximum injection time of 100 ms at a resolution of 50,000. The scan range of MS3 was *m/z* 100 to 500. To ensure quality peptide fragmentation a number of filters were utilized, including peptide monoisotopic precursor selection, minimum intensity exclusion of 10e^3^ and exclusion of precursor ions with unassigned charge state as well as charge state of +1 or superior to +7 from fragmentation selection. To prevent repeat sampling, a dynamic exclusion with exclusion count of 1, exclusion duration of 45 ms, mass tolerance window of +/− 7 ppm and isotope exclusion were used.

### MS spectra processing and protein identification and quantification.

Raw data were processed using MaxQuant software version 1.5.3.30 (61) with integrated Andromeda database search engine (62). The MS/MS spectra were queried against L. mexicana sequences from UniProt KB (8,524 sequences). The following search parameters were used: reporter ion MS2 with multiplicity 6plex TMT for the amastigote and promastigote OOPS-TMT-6plex MS2 runs and reporter ion MS3 with multiplicity 6plex TMT for the amastigote and promastigote tanespimycin treatment-OOPS-TMT-6plex MS3 runs, trypsin digestion with maximum 2 missed cleavages, carbamidomethylation of cysteine as a fixed modification, oxidation of methionine and acetylation of protein N termini as variable modifications, minimum peptide length of 6, maximum number of modifications per peptide set at 5, and protein false discovery rate (FDR) 0.01. Appropriate correction factors for the individual TMT channels for both lysine side chain labeling and peptide N-terminal labeling as per the TMT-6plex kits used (Thermo Fisher Scientific) were configured into the database search. The proteinGroups.txt files from the MaxQuant search outputs were processed using Perseus software version 1.6.2.3 (63). Sequences only identified by site, reverse sequences, and potential contaminants were filtered out. A requirement of six non-zero valid value were set across the six replicates within the OOPS-TMT-6plex MS2 experiments. For the tanespimycin treatment OOPS-TMT-6plex MS3 runs, a requirement of three non-zero valid value were set across the 3 replicates of the amastigote and promastigote samples separately. Proteins identified with fewer than 2 unique peptides were discarded and a modified *t* test with permutation-based FDR statistics was applied (250 permutations) to compare the CL and NC groups, amastigote and promastigote samples, and tanespimycin treated and non-treated groups.

### Bioinformatic analysis.

GO Terms (Molecular Function, Biological Process, and Cellular Component) of the RBP data sets were derived from TriTrypDB (tritrypdb.org) (31). InterPro domain occurrences in the poly(A) and non-poly(A) interactomes were derived from bioinformatics analysis of the protein IDs using the Database for Annotation, Visualization and Integrated Discovery (DAVID) v6.8 bioinformatics resources (64). Grand average hydrophathicity values of the RBPs were calculated using the ExPASy (65) tool ProtParam. Isoelectric points and molecular weights were computed using the ExPASy tool Compute pI/*M*_w_.

### Data availability.

All raw mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium via the PRIDE partner repository with the data set identifiers PXD028092. All sequencing data can be accessed through the NCBI Gene Expression Omnibus (GEO) genomic data repository with the accession code GSE188357.

How the deposited data were processed for this re-analysis (not part of the article)

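RNA from NC and CL samples of axenic amastigotes and promastigotes was sequenced in 2 replicates per group, 8 samples in all, and each sample was assigned to its group from its label. The authors deposited raw counts of reads per gene from STAR and TPM values from Salmon, both on the genome MHOM/GT/2001/U1103 from TriTrypDB. The version and settings of STAR, the strand of the counted reads and the version of Salmon are not given in the sources used here. Reads were not realigned.
Features were classed as rRNA, tRNA or other ncRNA from the class word in their deposited names, with tRNA counted as ncRNA. In the shares of TPM tRNA added nothing to that class. The others were classed as protein coding or pseudogene from a RefSeq gene table of assembly ASM23466v4, which matched 8224 of 8246 identifiers, and 22 stayed unclassified. Lengths came from the coordinates in the names or from that table, and 99.3% of the protein coding lengths are multiples of 3, so they are coding lengths. Within samples, counts divided by TPM followed these lengths with a Spearman's rho between 0.925 and 0.945 across genes. The TPM files have no row for 129 of the 8677 features, and features whose copies could share reads are uncertain in both units.
The counts were tested in R 4.3.3 with edgeR 4.0.16 (glmQLFit and glmQLFTest), TMM normalization, filterByExpr with a minimum count of 10 and an adjusted p under 0.05. The 5 comparisons were CL against NC in each stage, the stages in CL samples, the stages in NC samples, and the difference between stages in the CL against NC effect, the last over all 8 samples. DESeq2 1.42.0 and limma 3.58.1 were alternatives, the latter with a pseudocount of 0.5 on TPM. Shares of TPM, correlations across transcripts and exact permutation tests were computed in Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1. Sample assignment, tests and alternatives were fixed before the data were examined, except where the closing text says otherwise.
The edgeR step was tested on simulated data with 200 changed genes. It recovered 98.5% of them in the comparison of CL and NC in samples labelled axenic amastigote (8360 genes), 96.0% in samples labelled promastigote (8380 genes), 97.5% for the stages in CL (8383 genes), 95.5% for the stages in NC (8317 genes) and 90.5% for the difference between stages (8418 genes). It made 12, 10, 9, 3 and 12 false calls in that order. In this simulation all groups shared 1 profile apart from the 200 genes. In the data most genes were called for CL against NC, 5744 of 8360 and 7005 of 8380 in the order of labels axenic amastigote and promastigote. The simulation thus does not test the normalization under such a shift. With a simulated length trend of 0.5 on the log2 scale per 10-fold length, edgeR without a length correction made 783, 625, 920, 343 and 159 false calls, and with length-corrected offsets 20, 17, 4, 5 and 9. A length trend can thus add calls to the main fits, which have no such correction. In the data the log2 fold change of CL over NC rose by 1.09 per 10-fold length in samples labelled axenic amastigote. In samples labelled promastigote it rose by 1.62. The simulated trend was smaller, so the simulated false calls can understate those from the trend in the data. Replicates were compared by a chi-square over features with at least 20 counts in sum. Per degree of freedom it was 48.1 and 6.52 in the NC samples and 1.79 and 16.1 in the CL samples, in the order of labels axenic amastigote and promastigote. Each pair was kept as 2 samples, since the paper describes biological duplicates. A value above 1 cannot by itself show separate cultures. The spread differed between groups, whereas edgeR fits 1 dispersion per gene to all groups of a fit.
The genes named are those with the largest log2 fold change in each direction among genes past the threshold with a mean count of at least 100 and no overlap between groups, at most 2 in each direction because no table used here pairs identifiers with names. Protein coding genes are printed by their locus tag in the RefSeq table, which holds the same numbers as the deposited identifier. The 3 features with the largest mean TPM and ribosomal protein genes that the paper names by identifier were added, except for 1 result that is not reported here. Tests of protein kinases, of GO terms and of other gene sets were not run, since no annotation with gene products was used here. Alternatives covered the tool, the normalization, the filter, the threshold, the samples in the fit, the replicate block, a length correction, the unit and each replicate left out.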

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

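The tests of depth, length trend, abundant features, batch, rRNA unit, the most abundant ncRNA and all explanations of the chromosome 27 signal were chosen after the results were seen.
The CL against NC effect differed between the stages for 4722 of 8418 genes in edgeR's interaction test, 2229 with the higher effect in samples labelled axenic amastigote and 2493 in samples labelled promastigote. The log2 fold changes of the stages had a Pearson's r of 0.896 across genes, and their SD was 0.88 in the former and 1.52 in the latter. Of 5300 genes called in both stages, 5222 changed in the same direction. Library depth is argued against, since 4534 genes were called after every library was thinned to 5438679 reads, 4416 of them shared with the full data. The length trend as the whole cause is argued against by 4494 calls with length-corrected offsets. A few abundant features would shift all other genes alike. The split depends on them, since with library totals only, 1058 genes had the higher effect in samples labelled axenic amastigote and 3265 in samples labelled promastigote, with a median of -0.44 over all tested genes. As the whole cause they are argued against by the 1058 genes that go against this shift. A batch of cultures or libraries cannot be told apart from the stage for the 4722 genes, since no label gives a batch. A difference between life cycle stages, and a different yield of cross-linking, stay open as untested. An exchange of the stage labels would turn the direction and leave the number.
The rRNA share of TPM was 9.70 points higher in CL than in NC samples labelled axenic amastigote, with each CL sample above each NC sample. Its size rests on single libraries, since it was 16.7 points without NC replicate 1 and 2.66 without NC replicate 2. In samples labelled promastigote the CL minus NC difference was -5.16 points, with each CL sample below each NC sample, and it was -2.80 points without CL replicate 1 and -7.53 without CL replicate 2. The difference between the stages was not tested. The unit is a candidate explanation, since the rRNA share of the read counts changed by -1.06 points in samples labelled axenic amastigote. The most abundant ncRNA is another, since without it the rRNA share changed by -14.5 points there and by -26.2 points in samples labelled promastigote, so on TPM the opposite directions are seen only while it is included. A biological difference between the stages stays untested.
The rRNA features on chromosome 27, from 982402 to 983034 and from 990836 to 991467, are not discussed in the paper. Together they took 16.2 times the NC share of TPM in CL samples labelled axenic amastigote, and 29.0 times in CL samples labelled promastigote. The median CL/NC ratio of all transcripts was 9.92 and 22.3 in the same order, and 11.3% of 8143 and 39.0% of 8134 transcripts rose at least as much as these features. A rise of TPM common to most transcripts is thus a candidate explanation for the summed signal in both. It does not cover the read counts of the feature from 990836, which rose beyond the median of all tested genes, as given below. Less complete depletion of all rRNA in CL libraries is argued against by the other abundant rRNA feature, from 576565 to 576732 on sequence 0. Its CL over NC ratio of TPM was 0.0444 and 0.282 in the same order. Its log2 fold change of the read counts, which are uncertain, was -1.35 and -3.61. With length-corrected offsets it was -0.26 in the former (adjusted p = 0.12 from edgeR's quasi-likelihood test). Of 11 rRNA features tested in each, 10 and 8 were lower in CL samples and 1 was higher. Reads that Salmon reassigns between copies of the repeat stay open for the feature from 990836, where the units differed. Its log2 fold change of the read counts lay 1.99 and 2.88 above the median of all tested genes. Its TPM lay only 1.14 and 0.32 above the median transcript on the log2 scale. In CL samples labelled axenic amastigote it had 4793 and 5905 counted reads and 23.5% of TPM. The feature from 982402 had 34336 and 40330 counted reads and 16.6% of TPM there. The TPM of the feature from 990836 may thus rest on reads that the counts do not hold. Reassigned reads also remain a candidate explanation for the feature from 982402 in samples labelled axenic amastigote. Its read counts lay at -1.06 relative to the same median there, against 0.27 for its TPM relative to the median transcript. Both values rest on NC replicates that differed, with 37986 and 16475 counted reads and 1.39% ± 0.880 (SD, n = 2) of TPM. In samples labelled promastigote its read counts lay at 0.36, against 0.46 for TPM. Its log2 fold change of 0.45 there (adjusted p = 0.070 from edgeR's quasi-likelihood test) cannot be told apart from no change, which leaves this open. Depletion that differed between rRNA fragments and a difference in protein binding were not tested.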

How the results depend on the processing

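The length estimated from counts per TPM was chosen after seeing the data. Counts of genes are given as higher and lower in CL, or as higher in samples labelled axenic amastigote and in samples labelled promastigote. The cause was not tested for any change below, unless named.
With library totals only, the comparison of CL and NC gave 5446 and 762 genes in place of 2937 and 2807 in samples labelled axenic amastigote, and 5943 and 1512 in place of 3629 and 3376 in samples labelled promastigote. The stages in NC gave 3602 and 1140 in place of 2807 and 2707, and the difference between stages 1058 and 3265 in place of 2229 and 2493. The stages in CL gave 2941 and 2286 in place of 2549 and 2624. This scaling moved the median log2 fold change of all tested genes to 0.87, 1.29, 0.07, 0.45 and -0.44 in the order of both CL against NC comparisons, the stages in CL, the stages in NC and the difference. A threshold of at least 2-fold gave 123 and 805, 1560 and 1893, 243 and 265, 462 and 614, and 344 and 119 in that order, as its construction asks for larger changes. On log2(TPM + 0.5), limma gave 8079 and 13, 8100 and 16, 601 and 4848, 901 and 167, and 74 and 4259, with a median log2 fold change of all tested genes of 2.99, 3.91, -0.49, 0.38 and -0.92.
DESeq2, its size factors in edgeR, TMM on protein coding genes, the other filters, 1 fit of all 8 samples, the length correction and an adjusted p under 0.01 kept every count within 1.5 times. With the length correction the genes changed more than their number, and 4201 of 5744, 6026 of 7005, 4864 of 5173, 5022 of 5514 and 3926 of 4722 calls were shared with the main fit, in the order of comparisons above. DESeq2 gave 2296 and 2608 and, in samples labelled promastigote, 3294 and 3406. With each replicate left out, CL against NC gave 2056 to 3103 genes higher and 2250 to 3160 lower in samples labelled axenic amastigote, and 3342 to 3566 and 3139 to 3343 in samples labelled promastigote. The stages in CL gave 1605 to 3054 and 1727 to 3090. Without CL ama replicate 1 these were 1605 and 1727, and without replicate 2 they were 1623 and 1761. The stages in NC gave 2259 to 2650 and 2267 to 2724, and the difference 1883 to 2278 and 2015 to 2501. The lone sample is then assumed to vary like the other group.
No label says that a replicate number marks a shared culture or day, and no pair of groups had differences between replicate 2 and replicate 1 that correlated above 0.1, so the numbers were not taken to pair the samples. The correlation was -0.023 and -0.032 between NC and CL samples labelled axenic amastigote and promastigote, -0.032 between the stages in CL and 0.060 in NC. It was -0.0063 between CL samples labelled axenic amastigote and NC samples labelled promastigote, and -0.368 between NC samples labelled axenic amastigote and CL samples labelled promastigote, which no comparison sets against each other alone. With the replicate block, 2861 and 2730 genes and 3635 and 3387 genes were called for CL against NC, 2565 and 2613 for the stages in CL, 2761 and 2698 in NC, and 2151 and 2390 for the difference.
As shares of the read counts, ncRNA took 30.6%, 2.23%, 24.1% and 1.58%, in the order NC and CL labelled axenic amastigote, then NC and CL labelled promastigote. Protein coding RNA took 66.9%, 96.1%, 70.8% and 96.6%, rRNA 1.74%, 0.683%, 4.28% and 0.911%, and pseudogenes 0.583%, 0.847%, 0.401% and 0.822%. Without the most abundant ncRNA, ncRNA took 20.4%, 3.74%, 20.7% and 1.65% of TPM, protein coding RNA 14.2%, 44.6%, 15.6% and 59.9%, rRNA 65.0%, 50.4%, 63.1% and 36.9%, and pseudogenes 0.0847%, 0.276%, 0.0433% and 0.304%. Without rRNA, ncRNA took 89.1%, 35.8%, 85.9% and 27.3%, protein coding RNA 10.5%, 62.4%, 13.7% and 70.8%, and pseudogenes 0.0628%, 0.386%, 0.0379% and 0.362%. In all of these the protein coding share was higher in CL than in NC samples. Leaving out tRNA left every share of TPM unchanged, since tRNA added nothing to them, so this setting tests nothing. The read counts do hold tRNA. With 2 replicates, leaving out 1 always moves a share by less than its SD. The CL minus NC difference of the rRNA share moved from 9.70 points to between 2.66 and 16.7 in samples labelled axenic amastigote and from -5.16 to between -7.53 and -2.80 in samples labelled promastigote.
For the length relation, r was 0.397 and 0.394 in samples labelled axenic amastigote and promastigote. It was 0.600 and 0.570 with a pseudocount of 0.5 TPM, 0.462 and 0.400 for the log2 fold change of the counts, 0.296 and 0.313 from 500 nucleotides on, 0.369 and 0.374 as a partial correlation given mean TPM, and 0.279 and 0.310 with the length estimated from counts per TPM. With a mean count of at least 100 it was 0.420 and 0.406. Single replicate pairs gave 0.428 and 0.364 at the extremes in samples labelled axenic amastigote, and up to 0.403 in samples labelled promastigote. With a replicate left out it was 0.374 to 0.413 and 0.390 to 0.399. Its sign was positive under all of these. The pseudocount setting takes in features that had no ratio, 8527 transcripts in place of 8143 and 8134, so its r is not over the same transcripts.
Of 413 values of named genes under the alternatives, 402 kept direction and side of the threshold, 3 no longer passed it and 8 reversed. All 8 reversals were of ribosomal protein genes on log2(TPM + 0.5), where the median of all tested genes was 2.99 and 3.91. All 8 values lie below it, so the direction relative to other genes did not change. On this scale LMXM_34_3280 gave 1.52 and 0.23, LMXM_34_3290 gave 1.98 and 1.53, LMXM_01_0410 gave 1.45 and 0.62, and LMXM_36_3740 gave 2.38 and 2.69.
Gene sets of kinases, motors, splicing, mitochondrial ribosomes and axonemes, the length relation without ribosomal protein genes, and other strand columns were not run, since no gene products and 1 count column were used here. Depth limits rare transcripts most in the NC samples labelled axenic amastigote.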

Differences from the paper's values

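The median log10 CL/NC ratio was 1.00 in samples labelled axenic amastigote, whereas the middle of the points lies at about 1.4 in Fig. 4C, read by eye, where no median is printed. It was 1.35 in samples labelled promastigote, whereas it lies at about 0.9 in Fig. 4D, read by eye. None of the alternatives set before the data were examined brought either value within the spread of the replicate pairs. With the stages exchanged, a setting chosen after seeing the values, the value of 1.35 stands beside about 1.4 in Fig. 4C, and 1.00 beside about 0.9 in Fig. 4D, both read by eye.
The paper states that protein coding RNA predominates in the CL samples of both stages. In CL samples labelled axenic amastigote rRNA had the larger share of TPM, 41.4% against 36.6%, and in those labelled promastigote protein coding RNA had 49.2% against 30.4%. The paper's own bars also show rRNA above protein coding RNA in 1 stage, at about 41% against about 38% in Fig. 4B, read by eye. The paper states that the abundance of RNA after cross-linking did not depend on size. Here Pearson's r of the CL/NC ratio with length was 0.397 and 0.394 in samples labelled axenic amastigote and promastigote. It was lower with NC abundance held, as given below.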

Other observations

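The tests of a flatter profile, of genomic DNA as the only source and of exchanged stages were chosen after the results were seen.
The shares of TPM differed from Fig. 4 by a mean of 6.09 percentage points over 12 shares as labelled, and by 0.402 points with the stages exchanged. This is consistent with an exchange of the stages between the sample labels and the figure. Which side is exchanged was not decided, since no table used here names stage markers.
The rise of the CL/NC ratio with length was weighed against technical explanations. Length normalization of TPM is argued against, since the log2 fold change of the raw counts had a Pearson's r of 0.462 and 0.400 with length, in the order of labels axenic amastigote and promastigote. Noise of transcripts with few reads is argued against by an r of 0.420 and 0.406 at a mean count of at least 100. Longer transcripts were less abundant in NC samples, and CL samples had a flatter profile, which may account for part of the rise. As its whole cause this is argued against by a partial r of 0.240 and 0.152 given NC abundance from the other replicate, corrected for the error of that abundance. Without abundance held, r over the same genes was 0.340 and 0.423 for the 2 NC replicates labelled axenic amastigote. It was 0.397 and 0.398 for those labelled promastigote. Holding abundance thus lowered r in both, and more in samples labelled promastigote. The share that ribosomal protein genes take in the rise was not tested, for want of gene products, and RNA integrity and a loss of short RNA at the interface stay open.
The larger share of protein coding RNA in CL samples came with a flatter profile over protein coding genes. The SD of log2(TPM + 0.5) was at most 1.26 in a CL sample and at least 1.30 in an NC sample. This is consistent with some genomic DNA in the CL samples, although the paper states a DNase treatment and strand and reads outside genes were not analysed. Precursor RNA of polycistronic units could give the same profile and was not tested. Genomic DNA as the only source is argued against, since 508 genes differed at least 2-fold between the stages in CL samples, in both directions on 33 of 36 sequences.
For the rRNA feature from 576565 to 576732 on sequence 0, the units gave different results for the stages in NC samples. It took 29.2% ± 9.08 and 34.8% ± 0.332 (SD, n = 2) of TPM in samples labelled axenic amastigote and promastigote, but had 12003 and 12612 counted reads in the former and 299973 and 232159 in the latter. Its counts are uncertain, since another rRNA feature of 168 nucleotides could share its reads, and this sharing was not tested. With the length correction its log2 fold change of CL over NC in samples labelled axenic amastigote was -0.26 (adjusted p = 0.12 from edgeR's quasi-likelihood test), against -1.35 without it.
Some ribosomal protein genes are named by identifier in the paper's proteomic data. In samples labelled axenic amastigote the log2 fold change of CL over NC was -2.78 for LMXM_34_3280 and -2.64 for LMXM_34_3290 (both 60S RPL31), -2.61 for LMXM_01_0410 (40S RPS7) and -1.87 for LMXM_36_3740 (60S RPL34). In samples labelled promastigote it was -4.56, -3.92, -4.48 and -2.05 in that order. On log2(TPM + 0.5) the estimates of all 4 were positive in both, although that of LMXM_34_3280 in samples labelled promastigote was 0.23 with an adjusted p of 0.31 from limma. The median over all tested genes was 2.99 and 3.91 on that scale, so these values are a shift common to most genes, and relative to the median all 4 stayed lower in CL samples in both units.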
